A study of Homo sapiens with 4 samples.

How the data were processed

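The files hold raw counts of RNA-seq reads per gene in 4 libraries from H1792 cells, 2 treated with DMSO and 2 with ACBI1. Per the labels' protocols, cells were treated for 96 h with DMSO or with ACBI1 at a dose written as 1 mM, total RNA was isolated with silica columns, and libraries were made with a kit sold for DNA libraries, so that the step from RNA to DNA and any selection of RNA are not stated. The counts as deposited are whole numbers per gene symbol, not normalized, in the layout of htseq-count, with 61228 features and 5 further lines for reads given to no gene. The aligner, the genome build, the annotation, the strand setting and all versions are not stated in the labels or the files. Without a stated strand setting, reads from antisense or overlapping genes can be assigned wrongly or dropped, and genes with near-identical copies can lose or share reads. Group and replicate number were taken from the sample titles.

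The 5 further lines were kept out of library sizes and tests. Reads in gene counts made up 84.6% to 86.1% of all reads listed. Reads outside annotated genes were 5.65% and 5.07% of the reads listed in DMSO replicates 1 and 2, and 6.05% and 6.24% in ACBI1 replicates 1 and 2. Reads overlapping several genes were 4.41% to 5.07%, and reads with several alignments were 3.52% to 5.44%. The 95% exact (Clopper-Pearson) intervals of these shares reach at most 0.00544 percentage points to either side. Intervals and floors (3 counts, for a count of 0) cover counting error only, since PCR copies cannot be told from separate molecules. Mitochondrial genes held 5.31% to 6.85% of gene counts.

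Genes were filtered with edgeR's filterByExpr at its defaults (minimum count 10, minimum total count 15), which kept 19159 genes; the other 42069 held at most 0.0456% of a library's counts. Counts were scaled by TMM (factors 0.958, 0.983, 1.04 and 1.02) and tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit with its default legacy fit, glmQLFTest, two-sided) on treatment alone. The common biological coefficient of variation was 0.244 with 4.15 prior degrees of freedom. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05, with no minimum change. CPM were computed with TMM-scaled library sizes, the SD between replicates is that of CPM, and the SE of a log2 change is the change divided by the square root of the F statistic. A comparison of a single value between 2 and 2 libraries cannot go below an exact permutation p of 0.333. No other test was run on such values, so they carry no test of their own. For genes with 1 to 3 counts in a group, the ratio of counts per library size is given with its exact 95% interval from the binomial distribution.

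The test, the alternatives, 13 gene lists and the rule for naming genes were fixed before the data were examined. Of the lists, 4 concern immune genes and 9 give context, and no gene is in more than 1 list. They were tested with camera in limma 3.58.1 (preset correlation 0.01), with fry and with camera at an estimated correlation, adjusted over the 13 lists. The text names the degrader's target genes, CGAS, STING1, TBK1 and IRF3, in each list at most the 4 called genes with the largest change, and over all genes the 6 rises and 6 falls with the largest change among called genes with a mean of at least 5 CPM and no overlap between groups. Results on some single genes that this rule or the tests on patterns would bring in are not reported here. List medians with genes at 0 counts set to their bound were the same as the fitted medians.

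The alternatives were other scalings (DESeq2 size factors, upper quartile, library size only), other filters (every gene with a count, a mean of at least 5 CPM), the replicate number as a block, offsets for GC content and gene length (lowess span 0.3), both together, DESeq2 1.42.0, limma-voom, a robust fit, the newer edgeR fit, a threshold of 0.01, a minimum log2 change of 1, and each library left out in turn, which leaves 1 library in a group and so gives values without calls. For single called genes, such values are printed where they moved by more than 1.5-fold. GC content, transcript and coding length, gene type, gene order, exon overlap and genome length (the last gene end on each chromosome) came from GENCODE release 29, matched by symbol; 18323 tested genes (95.6%) had GC content and length. Since the build behind the counts is not stated, no coordinates are given.

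The scripts were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 of 19159 genes changed. Each gene was given the trended dispersion, without further spread between genes, so the setting may be easier than the data. The 200 genes were drawn from those with a mean of at least 1 CPM, and the 3300 below from all tested genes. For this comparison edgeR recovered 37.9% of genes changed by a log2 of 1, 85.1% of those changed by 2 and 100% of those changed by 4, with 1 false call, and DESeq2 recovered 59.1%, 91.0% and 100%, with 23 false calls. With 3300 genes changed, close to the number called here, edgeR recovered 49.3% of genes changed by a log2 of 1, with 46 false calls, and in a separate run 87.9% of genes changed by 2, with 85 false calls. Of 20 unchanged lists, camera and fry each called 0. Genes were simulated independently, so these lists do not test how either method behaves when the genes of a list vary together. In the data the correlation estimated by camera ranged from -0.0954 to 0.830 over the 13 lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and permutations of gene order used numpy 2.4.6.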

Results

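RNA-seq had been carried out on H1792 cells, an established human lung cancer line, kept for 96 h with either ACBI1 or the solvent DMSO as the control. ACBI1 is a PROTAC, a molecule with separate ends for a target protein and for the VHL ubiquitin ligase, so that the target is marked for degradation. Its targets are SMARCA2 and SMARCA4, the ATPases of the SWI/SNF chromatin remodelling complexes, and PBRM1, a subunit of one form of the complex. The labels give the dose as 1 mM, which could not be checked from the counts; millimolar doses are unusual for a PROTAC, and the unit may be an error. Proteins were not analysed here. Each group held 2 libraries, which makes 4 libraries in all. The title of the series is about lung cancer with mutated SMARCA4, immunity against tumours and the STING pathway, and the comparison asks which transcripts changed when cells received the degrader. Counts assigned to genes summed to 85037263 and 73238474 in DMSO replicates 1 and 2, and to 86010100 and 64281850 in ACBI1 replicates 1 and 2. Between 26491 and 27778 genes had at least 1 count in a library. Across genes, which are not independent replicates, Pearson's r of log2 CPM (counts per 1000000 counts) was 0.983 between the DMSO replicates and 0.986 between the ACBI1 replicates, and it ranged from 0.928 to 0.948 between libraries of different groups. The libraries of a group were counted as separate samples because the labels number them as replicates. They differed by more than sampling noise, with a chi-square per degree of freedom of 160 for DMSO and 103 for ACBI1, which does not tell separate cultures from separate library preparations.

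Of 19159 genes tested with edgeR's quasi-likelihood test, 3331 (17.4%) had a Benjamini-Hochberg adjusted p under 0.05, and 6490 had an unadjusted p under 0.05. Transcripts of 1294 called genes were higher with ACBI1 and those of 2037 were lower, so that 61.2% of the calls were falls. The choice that lowered the number of calls most was a threshold of 0.01, under which 783 genes were called, 172 higher and 611 lower. The share of falls depended on the setting. It was 78.0% at that threshold, 53.1% with the replicate number as a block, and 51.5% under scaling by library size only (1755 higher, 1866 lower). Among the 3331 calls, the median log2 change was 1.15 for genes called higher and -1.83 for genes called lower. A log2 change of at least 3 in size was reached by 94 genes called higher and 549 called lower. Of the genes called lower, 217 had at most 3 counts in each ACBI1 library, and 33 genes called higher had at most 3 counts in each DMSO library. For such genes the fitted log2 change depends on the prior count. In all 3331 called genes, both ACBI1 libraries lay on the same side of both DMSO libraries. Chance alone gives such a separation in 33.3% of genes, and 63.2% of the tested genes had it. When each library was left out in turn, the log2 change of 191 to 308 of the 3331 called genes moved by more than 1.5-fold.

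**Figure D1:**
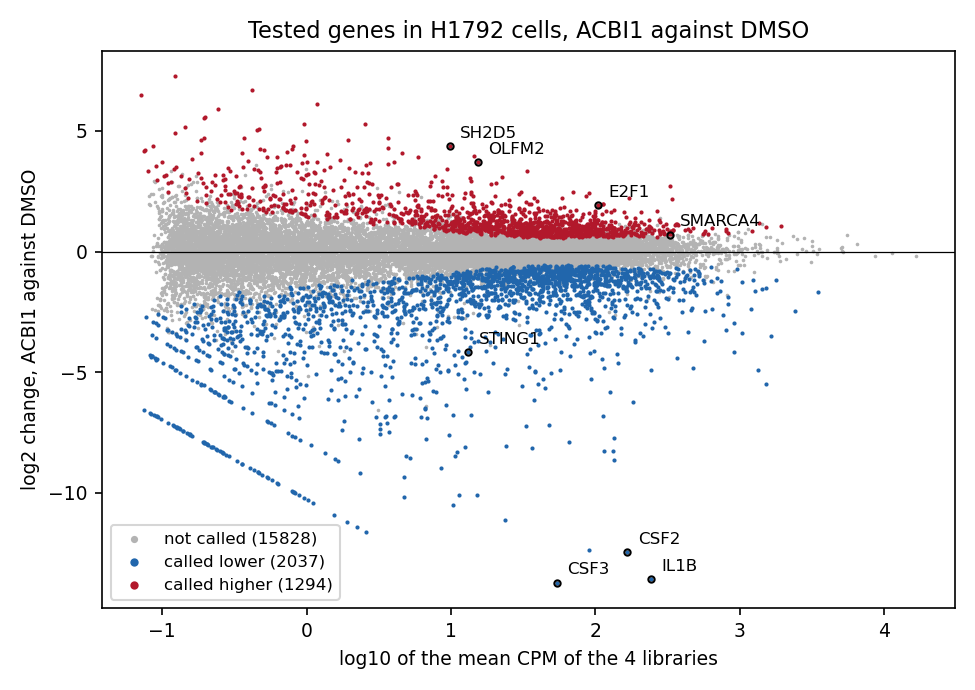
Each point is 1 of the 19159 tested genes, with the log10 of its mean CPM over the 4 libraries on the x axis and its log2 change, ACBI1 against DMSO, on the y axis; blue points are the 2037 genes called lower, red points the 1294 called higher and grey points the rest. The falls reach further from 0 than the rises, down to CSF3 at -13.72, and the diagonal lines of points at the lower left are genes with few or no ACBI1 counts, whose fitted change depends on the prior count.

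The transcripts of the degrader's targets were examined first. SMARCA4 was at 250 ± 47.8 CPM (SD, n = 2) with DMSO and 406 ± 11.3 CPM (SD, n = 2) with ACBI1, a log2 change of 0.70 (SE 0.20) with an edgeR adjusted p of 0.0583, which did not pass the threshold. Scaling by library size only moved the log2 change of SMARCA4 most among the fits on all 4 libraries, to 0.79 (adjusted p 0.0344). Of 8 alternatives with a test and without a block, 6 called SMARCA4 higher, with adjusted p from 0.00834 to 0.0567 over the 8. SMARCA2 was at 23.6 ± 1.17 CPM with DMSO and 17.9 ± 0.639 CPM with ACBI1 (SD, n = 2), a log2 change of -0.40 (SE 0.17) that was not called (adjusted p 0.163). PBRM1 was at 50.1 ± 6.87 and 53.6 ± 2.80 CPM (SD, n = 2). Its log2 change of 0.10 (SE 0.17) was not called either (adjusted p 0.734). With the replicate number as a block, SMARCA2 was called lower (adjusted p 0.0394) and SMARCA4 higher (adjusted p 0.00248), while PBRM1 was not called. The labels do not say that a replicate number marks a shared batch.

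STING1, which encodes the adaptor protein STING, fell from 25.1 ± 3.0 CPM with DMSO to 1.38 ± 0.138 CPM with ACBI1 (SD, n = 2). This rested on 3822 counts against 212 and gave a log2 change of -4.18 (SE 0.24) with an edgeR adjusted p of 0.00141. CGAS, which encodes the DNA sensor upstream of STING, was at 28.1 ± 4.58 CPM with DMSO and 44.9 ± 2.08 CPM with ACBI1 (SD, n = 2). Its log2 change of 0.67 (SE 0.18) did not pass the threshold (adjusted p 0.0508). However, 7 of the 8 alternatives without a block called CGAS higher, with adjusted p from 0.0180 to 0.0529 over the 8. CGAS was also called higher with the replicate number as a block (adjusted p 0.00129). The kinase gene TBK1 had a log2 change of -0.04 (adjusted p 0.862), which became 0.04 under scaling by library size only (adjusted p 0.859, with a range from 0.783 to 0.963 over the 8). IRF3 had a log2 change of 0.22 (adjusted p 0.397). Exons of other genes overlap 14.7% of the exonic length of TBK1 and 19.3% of that of IRF3, so their counts carry some uncertainty. IKBKE fell from 41.6 ± 3.82 to 6.19 ± 1.02 CPM (SD, n = 2), a log2 change of -2.75 (adjusted p 0.00231). IFI16 had a log2 change of -2.36 (adjusted p 0.00846) and IRF7 one of -1.29 (adjusted p 0.0425).

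**Figure D2:**
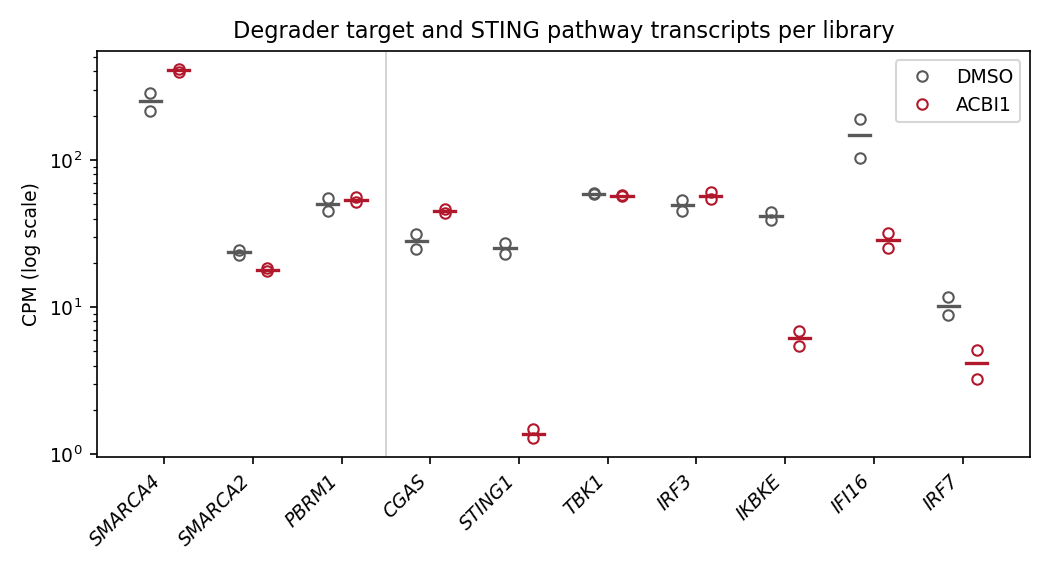
CPM on a log scale (y axis) of the degrader's target genes and of genes in the STING pathway (x axis), with an open circle for each library, grey for DMSO and red for ACBI1, and a bar at each group's mean. STING1 lies at 25.1 CPM with DMSO and 1.38 CPM with ACBI1, while the means of TBK1 differ by less than those of any other gene plotted.

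The 18 genes of the cGAS-STING pathway list included 10 that could be tested, of which 4 were called, each of them lower. Adjusted over the list alone, 6 were lower and 2 higher. The median log2 change of the 10 was -0.92. Interferon transcripts were too rare to compare: IFNB1 had 1 count in DMSO replicate 2 and 1 in ACBI1 replicate 1, IFNL3 had 3 counts in ACBI1 replicate 1 and 0 in the others, and IFNL1, IFNL2 and CXCL9 had 0 counts in each library, which allows up to 0.0349 to 0.0467 CPM. CXCL10 had 2 and 1 counts in the DMSO libraries and 0 in both ACBI1 libraries, and CXCL11 had 8 and 1 against 0 and 0. TREX1 also had 0 counts in each library, but 100% of its exonic length is shared with ATRIP, and the abundance of TREX1 could not be judged from these counts.

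Interferon-stimulated genes, all 45 of which were tested, had a median log2 change of -1.25. Of these, 21 were called lower and 1 higher, and 29 were lower and 3 higher when adjusted over the list alone. MX2 fell from 7.57 ± 2.23 to 0.206 ± 0.0541 CPM (SD, n = 2), a log2 change of -5.21 (adjusted p 0.00257), and GBP2 had a log2 change of -5.01 (adjusted p 0.00185). OASL had a log2 change of -5.30 (adjusted p 0.00854) that rested on 6 ACBI1 counts and was -4.40 without ACBI1 replicate 1 and -7.02 without ACBI1 replicate 2. BST2 had 1 count in the ACBI1 libraries, and DMSO exceeded ACBI1 by a ratio of 279 (95% exact counting interval 49.7 to 11063). Its fitted log2 change was -7.81 (adjusted p 0.00301), or -10.03 without ACBI1 replicate 1 and -7.15 without ACBI1 replicate 2.

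NF-kB and inflammatory cytokine genes had the lowest median of the 13 lists, with a log2 change of -3.34 over 28 tested genes. Of these, 22 were called lower and 1 higher, and adjusted over the list alone 23 were lower and 1 higher. CSF2 fell from 333 ± 103 to 0.0564 ± 0.0150 CPM (SD, n = 2), with 51737 counts against 9 and a log2 change of -12.45 (adjusted p 0.000700). IL1A fell from 269 ± 99 to 1.25 ± 0.392 CPM (SD, n = 2), a log2 change of -7.73 (adjusted p 0.00141). IL1B had 76105 counts with DMSO and 6 with ACBI1, and its log2 change of -13.57 (adjusted p 0.00126) became -12.97 without DMSO replicate 1 and -14.80 without ACBI1 replicate 1. CSF3 had 17169 counts with DMSO and 1 with ACBI1, a ratio of 17361 with a 95% exact counting interval from 3116 to 685760. The fitted log2 change of CSF3 was -13.72 (adjusted p 0.00231) and ranged from -15.95 without ACBI1 replicate 1 to -12.68 without DMSO replicate 1.

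All 17 genes for antigen presentation on MHC class I were tested, each had a negative log2 change, and the median was -1.33. The number called was 13, each of them lower, and 14 were lower when adjusted over the list alone. PSMB10 fell from 28.1 ± 6.96 to 0.892 ± 0.0763 CPM (SD, n = 2), a log2 change of -4.98 (adjusted p 0.00141), with 34.8% of its exonic length overlapped by another gene. ERAP2 had a log2 change of -2.24 (adjusted p 0.00673) and ERAP1 one of -2.07 (adjusted p 0.00262). HLA-B had a log2 change of -2.80 (adjusted p 0.0283), with 138 and 42.9 CPM in the DMSO libraries and 17.1 and 8.85 CPM in the ACBI1 libraries. Without DMSO replicate 1 the log2 change of HLA-B was -1.72, and without DMSO replicate 2 it was -3.41. HLA genes are similar in sequence and 18.9% of the exonic length of HLA-B overlaps another gene, so reads can be split between them.

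The lists were also tested as sets with limma's camera at a preset correlation of 0.01, adjusted over the 13 lists. All 4 immune lists were lower, with adjusted p of 0.00109 for the cGAS-STING pathway, 1.20e-12 for interferon-stimulated genes, 1.08e-50 for NF-kB and inflammatory cytokine genes and 8.28e-12 for MHC class I antigen presentation. All 4 were also called by limma's fry, with adjusted p of 0.0278, 0.0203, 0.0278 and 0.0378. With the correlation estimated from the data, no list among the 13 passed, the smallest adjusted p was 0.128, and 2 lists had an unadjusted p under 0.05. The estimate for interferon-stimulated genes was 0.0125, close to the preset, so for that list a larger correlation does not account for the difference.

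Among the 9 lists chosen for context, cell cycle genes had a median log2 change of 0.73 over 32 genes, or 0.61 to 0.90 with 1 library left out. In this list 15 were called, each of them higher, and 22 were higher when adjusted over the list alone (camera adjusted p 1.20e-12, fry adjusted p 0.0441). E2F1 rose from 43.3 ± 8.38 to 164 ± 22.3 CPM (SD, n = 2), a log2 change of 1.93 (adjusted p 0.00485). TYMS had a log2 change of 1.88 (adjusted p 0.00384), with 46.6% of its exonic length overlapped by ENOSF1. MCM3 had a log2 change of 1.74 (adjusted p 0.00396) and MCM5 one of 1.72 (adjusted p 0.00534). SWI/SNF subunit genes had a median log2 change of 0.19 over 27 genes, or 0.18 to 0.38 with 1 library left out, with 6 called higher and 1 lower, or 8 and 1 adjusted over the list alone. Camera called this list higher (adjusted p 0.0183) and fry did not (adjusted p 0.141). BCL7C had a log2 change of 1.04 (adjusted p 0.0178), DPF1 one of 1.02 (adjusted p 0.0310) and SMARCD3 one of 0.89 (adjusted p 0.0337), with 13.2% of the exonic length of BCL7C and 13.8% of that of SMARCD3 overlapped by other genes. DPF3 had a log2 change of -2.34 (adjusted p 0.0277), or -1.68 without DMSO replicate 2.

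Mesenchymal genes had a median log2 change of -1.79 over 23 genes, which ranged from -2.42 without ACBI1 replicate 2 to -1.25 without DMSO replicate 2. In this list 12 were called, each of them lower, and 15 were lower when adjusted over the list alone (camera adjusted p 5.83e-14, fry adjusted p 0.0441). COL5A1 had a log2 change of -2.99 (adjusted p 0.00231). COL1A2 had a log2 change of -4.82 (adjusted p 0.00731), or -5.81 without ACBI1 replicate 2, and SNAI2 one of -3.01 (adjusted p 0.0138), or -3.74 without the same library. Epithelial genes, of which 17 of 23 were tested, had a median log2 change of -1.42, or -1.56 to -1.11 with 1 library left out. The 8 called were each lower, and adjusted over the list alone 10 were lower and 1 higher. Camera called the list lower (adjusted p 0.000217) and fry did not (adjusted p 0.0636). ELF3 fell from 18.3 ± 7.55 to 0.223 ± 0.0304 CPM (SD, n = 2), a log2 change of -6.37 (adjusted p 0.00193), with 18.5% of its exonic length overlapped by another gene. KRT19 had a log2 change of -2.51 (adjusted p 0.0171). CLDN4 had a log2 change of -5.07 (adjusted p 0.00357), or -4.39 without DMSO replicate 2. ST14 had a log2 change of -3.64 (adjusted p 0.0185), or -2.75 without DMSO replicate 2 and -4.44 without ACBI1 replicate 1.

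Genes of the integrated stress response had a median log2 change of -0.25 over 20 genes, or -0.41 to -0.20 with 1 library left out. The 6 called were each lower, and 7 were lower when adjusted over the list alone (camera adjusted p 0.0112, fry adjusted p 0.0636). NUPR1 had a log2 change of -4.95 (adjusted p 0.00607) and rested on 6 ACBI1 counts. DDIT4 fell from 442 ± 3.09 to 49.4 ± 10.2 CPM (SD, n = 2), a log2 change of -3.16 (adjusted p 0.00193), with 41.2% of its exonic length overlapped by DDIT4-AS1. VLDLR had a log2 change of -2.05 (adjusted p 0.00395) and STC2 one of -1.11 (adjusted p 0.0116). AP-1 subunit genes had a median log2 change of -0.83 over 10 genes, which ranged from -1.21 without DMSO replicate 1 to -0.26 without DMSO replicate 2. The 3 called were each lower, as they were when adjusted over the list alone, and neither camera (adjusted p 0.113) nor fry (adjusted p 0.174) called the list. FOSL2 had a log2 change of -1.56 (adjusted p 0.0153) and ATF3 one of -1.47 (adjusted p 0.0118). JUN had a log2 change of -1.70 (adjusted p 0.0473), or -2.32 without ACBI1 replicate 2.

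YAP/TEAD target genes had a median log2 change of -0.13 over 23 genes, or -0.12 to 0.13 with 1 library left out, and went both ways, with 2 called higher and 3 lower, or 4 and 6 adjusted over the list alone (camera adjusted p 0.995, fry adjusted p 0.478). NUAK2 had a log2 change of -1.52 (adjusted p 0.0192), MYOF one of 1.21 (adjusted p 0.0113) and PTPN14 one of 0.95 (adjusted p 0.0474). TGFB2 had a log2 change of -0.91 (adjusted p 0.0480), was not called under 4 of the 8 alternatives without a block, over which its adjusted p ranged from 0.000293 to 0.0633, and shares 26.6% of its exonic length with TGFB2-OT1. Cholesterol biosynthesis genes had a median log2 change of 0.46 over 23 genes, which ranged from -0.22 without ACBI1 replicate 2 to 0.93 without ACBI1 replicate 1 (camera adjusted p 0.170, fry adjusted p 0.712). In this list 1 gene was called. Adjusted over the list alone no cholesterol gene was called, and 2 were higher and 2 lower at an unadjusted p under 0.05. Cytosolic ribosomal protein genes had a median log2 change of 0.06 over 77 genes, or -0.07 to 0.16 with 1 library left out, and none was called or had an unadjusted p under 0.05 (camera adjusted p 0.283, fry adjusted p 0.712).

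**Figure D3:**
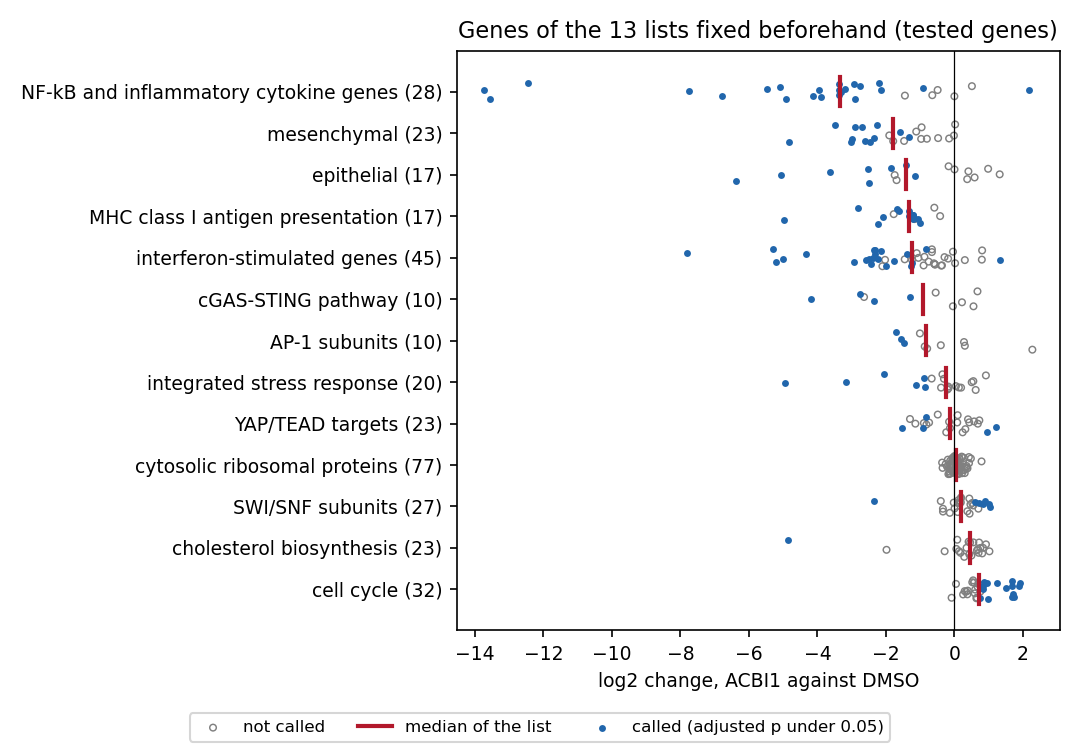
The log2 change, ACBI1 against DMSO (x axis), of each tested gene in the 13 lists (y axis, with the number of tested genes); filled blue points are called genes, open points are the others, and red bars are list medians. The medians run from -3.34 for NF-kB and inflammatory cytokine genes to 0.73 for cell cycle genes, and YAP/TEAD targets, cholesterol genes and ribosomal protein genes change the sign of their median when 1 library is left out.

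Over all genes called with a mean of at least 5 CPM, 1002 rises and 1346 falls, the largest fitted rise was that of SH2D5. It went from 0.897 ± 0.207 to 18.6 ± 4.43 CPM (SD, n = 2), a log2 change of 4.37 (SE 0.33) with an edgeR adjusted p of 0.00231. TERT, the catalytic subunit of telomerase, rose from 1.75 ± 0.686 to 27.0 ± 2.02 CPM (SD, n = 2), a log2 change of 3.94 (SE 0.33, adjusted p 0.00259). BSN had a log2 change of 3.94 (adjusted p 0.00437), OLFM2 one of 3.70 (adjusted p 0.00141), MEIOC one of 3.44 (adjusted p 0.00382) and DGAT2 one of 3.32 (adjusted p 0.00380). Another gene overlaps 32.7% of the exonic length of MEIOC. The largest fitted falls were those of CSF3, IL1B and CSF2, given with the cytokine genes, and of LCN2, ASB2 and P2RX1. LCN2 had 28118 counts with DMSO and 5 with ACBI1, a log2 change of -12.38 (SE 0.55, adjusted p 0.000908). ASB2 had 6955 counts with DMSO and 3 with ACBI1, a ratio of 2344 (95% exact counting interval 802 to 11370). The fitted log2 change of ASB2 was -11.13 (adjusted p 0.00346) and ranged from -11.86 without ACBI1 replicate 2 to -9.88 without DMSO replicate 2. P2RX1 had 3176 counts with DMSO and 2 with ACBI1, a ratio of 1606 (95% exact counting interval 444 to 13265). The fitted log2 change of P2RX1 was -10.49 (adjusted p 0.00136), or -13.57 without ACBI1 replicate 1 and -9.77 without ACBI1 replicate 2.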

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

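All tests in this part were chosen only after the result was seen. Reads that fell outside annotated genes entered no comparison of gene counts. They made up 6.14% ± 0.132 (SD, n = 2) of the reads listed in the ACBI1 libraries and 5.36% ± 0.416 (SD, n = 2) in the DMSO libraries, and both ACBI1 libraries lay above both DMSO libraries. With 2 against 2 libraries, the smallest two-sided p that an exact permutation test can give is 0.333. No other test was run on the difference, so it is not shown to exceed chance. Counting error is far smaller than the difference.

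Unspliced RNA would add reads to introns. The 191 tested genes that GENCODE annotates as sense intronic had a median log2 change of 0.40, with 76 of them higher and 33 lower in both ACBI1 libraries. Over all tested genes, 5957 were higher and 6160 lower in both. More intronic RNA in the ACBI1 libraries may therefore account for part of the difference. Genomic DNA would fall evenly over silent genes. At equal depth, 35 and 24 of 404 olfactory receptor genes had a count in the DMSO libraries, and 36 and 31 in the ACBI1 libraries, a ratio of 1.14 that is smaller than the difference between the DMSO libraries. The summed CPM of these genes was 1.42 times higher with ACBI1, but 59.9% of the counts were in 3 genes. Of 356 receptor genes with 0 counts in both DMSO libraries, 21 had a count in an ACBI1 library (95% exact interval 13.1 to 31.6). Spread evenly over the genome, the reads outside genes beyond the mean DMSO share would have reached the coding sequence of 123 of them. Counted only beyond the higher DMSO share, and halved because the strand setting is not stated, they would have reached 43.6. In the other direction, of 348 receptor genes with 0 counts in both ACBI1 libraries, 13 had a count in a DMSO library. The expected 123 and 43.6 take every such read to be assignable, but genes with near-identical copies can lose reads. Choosing genes with 0 DMSO counts may favour such genes. Only if few reads are lost in this way do the values argue against genomic DNA as the whole cause of the difference. Genomic DNA as part of it cannot be told apart from unspliced RNA, because too few silent genes had counts. Transcription outside annotated genes caused by the treatment also stays open and was not tested.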

How the results depend on the processing

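The other scalings called 3354 genes (DESeq2 size factors), 3502 (upper quartile) and 3621 (library size only), of which 3327, 3285 and 3160 were among the 3331, and 60.8%, 57.0% and 51.5% of the calls were falls. DESeq2 called 4511 genes and limma-voom 3312, sharing 3242 and 3187 with the 3331. Testing every gene with a count (32871 genes) gave 5518 calls, 2202 higher and 3316 lower, and kept 3328 of the 3331; the larger number of genes tested is part of this setting. With a mean of at least 5 CPM, where 11163 genes were tested, 2555 were called, 2345 of them among the 3331. A threshold of 0.01 left 783 calls, 172 higher and 611 lower, of which 78.0% were falls. A minimum log2 change of 1 left 2462 calls, 794 higher and 1668 lower, of which 67.7% were falls. Both settings give fewer calls by construction. Under the minimum change the larger share of falls follows from their larger size. Of the 2037 genes called lower 1668 reached it, and of the 1294 called higher 794 did. Under the threshold of 0.01 the cause of the larger share was not tested.

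The log2 change of SMARCA4 passed the threshold with values of 0.73 under upper-quartile scaling (adjusted p 0.0441), 0.79 under library size only (0.0344), 0.69 with every gene with a count (0.00834), 0.69 with a mean of at least 5 CPM (0.0485), 0.70 with DESeq2 (0.0149) and 0.71 with limma-voom (0.0491). It ranged from 0.52 to 0.91 across the 4 fits that each left out 1 library. With an adjusted p of 0.0583 it lies near the threshold, and the cause of the changes was not tested. The log2 change of TBK1 reversed to 0.0436 under library size only (adjusted p 0.859), near 0 in both fits. For the 54 other named genes, 517 of 531 values with a test kept their direction and side of the threshold. Of the rest, 9 were CGAS passing the threshold, 4 TGFB2 losing it and 1 TBK1 reversing. Of 216 values with 1 library left out, 37 moved by more than the SD between replicates.

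Camera with an estimated correlation called none of the 13 lists. Its adjusted p were 0.226 (cGAS-STING pathway), 0.128 (interferon-stimulated genes), 0.128 (NF-kB and inflammatory cytokine genes), 0.229 (MHC class I antigen presentation), 0.550 (SWI/SNF subunits), 0.292 (cell cycle), 0.225 (mesenchymal), 0.296 (epithelial) and 0.296 (integrated stress response). For interferon-stimulated genes and the cGAS-STING pathway the estimated correlation was 0.0125 and -0.0954, close to or below the preset 0.01. A larger correlation therefore does not account for the loss of these calls. In the other lists named here it ranged from 0.0434 to 0.345 and may contribute, and the cause was not tested further. Fry did not call SWI/SNF subunits (0.141), epithelial genes (0.0636) or the integrated stress response (0.0636). AP-1 subunits were called with every gene with a count (0.0214), and the cause was not tested. Camera's direction for YAP/TEAD targets reversed, uncalled, under upper-quartile scaling (0.978) and library size only (0.930). The same held with a mean of at least 5 CPM (0.976) and with GC and length offsets (0.967). Members went both ways, and the list median stayed negative, from -0.14 to -0.04, over the 6 alternatives without a block. With a mean of at least 5 CPM, where fewer genes of a list remain, the median log2 change was -0.56 for the cGAS-STING pathway and -0.90 for interferon-stimulated genes. Across the 4 fits that each left out 1 library, the medians ranged from -1.05 to -0.83 for the cGAS-STING pathway, from -1.48 to -1.15 for interferon-stimulated genes, from -3.47 to -3.01 for NF-kB and inflammatory cytokine genes and from -1.51 to -1.30 for MHC class I antigen presentation.

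The DMSO and ACBI1 libraries share replicate numbers, but the labels do not say that a number marks a shared batch, and 2 pairs are too few to establish it. The deviations of same-numbered libraries from their group means had a correlation of 0.44 across genes, which are not independent replicates. It was 0.43 with all libraries thinned to the depth of the smallest and 0.44 with each library's trend on GC content and length removed, so neither depth nor those trends account for it. With the replicate number as a block, 7909 genes were called, 3708 higher and 4201 lower, all 3331 among them. With the block and the GC and length offsets, the numbers were 7718, 3635 and 4083. SMARCA4 was then called (0.71, adjusted p 0.00248; with offsets 0.78, adjusted p 0.00201), as were SMARCA2 (-0.40, 0.0394; with offsets -0.41, 0.0391) and CGAS (0.68, 0.00129; with offsets 0.66, 0.00307). The lists of AP-1 subunits (0.0413; with offsets 0.0375) and cholesterol biosynthesis (0.0486; with offsets 0.0478) were called as well. In both groups, these lists ran higher in replicate 2 than in replicate 1. The median log2 ratio was 0.415 with DMSO and 0.457 with ACBI1 for AP-1 subunits, and 0.671 and 1.13 for cholesterol biosynthesis. A block takes out such a shared shift, but whether it accounts for the added calls was not tested.

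Depth limits the genes that fell to a few counts. For the 217 genes called lower with at most 3 counts in each ACBI1 library the direction is known but the size of the fall is not, and 12 of them had a DMSO mean of at least 5 CPM. In simulated counts at this number of replicates edgeR recovered 37.9% of genes changed by a log2 of 1 when 200 genes changed and 49.3% when 3300 changed. Many changes of that size would therefore be missed. The changed genes were drawn from different ranges of abundance, so these rates do not show the effect of the number changed.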

Other observations

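The tests in this part were chosen before their own results were seen, but some, such as those on leukocyte RNA and on replication and mitotic genes, were prompted by patterns seen in the results.

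Among called genes changed by a log2 of at least 3, falls outnumbered rises 549 to 94. Under the 4 scalings the ratio was at least 5.33, so scaling does not account for it. On log2(CPM + 1), which damps low values, 151 genes fell and 4 rose by at least 3, a ratio of 37.75. Low counts inflating the folds therefore do not account for the imbalance. Both numbers were below the 549 and 94 given above, so many single folds of that size do depend on low values. With offsets for GC content and length, 97.3% of the called genes (3240 of 3331) were still called in the same direction, so those trends do not account for the set of calls. The median GC content was 50.4% for genes called higher, 50.9% for those called lower and 48.4% for all tested genes. A biological explanation, that the degrader's targets keep more genes on than off in these cells, may hold, and it stays a hypothesis, since the dose and any response to it other than loss of the target proteins were not tested.

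Several of the genes that fell to near 0, such as P2RX1, ASB2 and LCN2, are best known from blood cells, which raised the question of leukocyte RNA in the DMSO libraries. The median over 12 leukocyte markers of the mean CPM in DMSO was 0.0288, with PTPRC at 0.0195 CPM, while P2RX1 stood at 20.8 CPM and LCN2 at 180 CPM. Only LCP1, at 10.9 CPM, was above 1 CPM, and it was at 7.44 CPM with ACBI1. Leukocyte RNA is therefore unlikely as the source, and expression by the cancer cells themselves stays open.

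Within the cell cycle list, 14 genes of DNA replication and its onset had a median log2 change of 1.59 and 18 mitotic genes one of 0.62, a split made after these values were seen. It was therefore tested on genes outside the list, chosen by function before their values were seen. In these, 32 replication genes had a median log2 change of 1.14, with 23 called higher, and 40 mitotic genes one of 0.53, with 10 called higher. The difference was 0.604 (permutation p 1e-05 across genes, which are not independent replicates, the smallest that 100000 permutations can give), and it ranged from 0.268 to 0.821 over the 4 pairings of an ACBI1 with a DMSO library. A uniform rise of proliferation genes would move both alike, so it is argued against. A larger share of cells in S phase, or higher transcription of E2F targets, may underlie the difference. Neither was tested.

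Genes called lower lay next to one another more often than chance. Over 13730 protein-coding genes in their order along the chromosomes, 365 adjacent pairs were both called lower, against a mean of 218 and a maximum of 270 in 10000 permutations within expression deciles (p 0.0001, the smallest they can give). Leaving out pairs with the same name stem or overlapping spans, 267 pairs remained against a mean of 175. The ratio was then 1.53, against 1.68 with all pairs. Reads shared by paralogs or overlapping genes therefore do not account for the whole excess, but may account for part of it. With calls permuted within chromosomes the ratio was 1.49 (p 0.0001, the smallest they can give), and median log2 changes of the autosomes and chromosome X stayed between -0.15 and 0.10, which argues against a copy-number difference of whole chromosomes. Smaller copy-number segments were not tested. Genes called higher had a smaller excess, 98 pairs against a mean of 75.7 with the same pairs left out (p 0.0045); whether the 2 excesses differ was not tested. Examples are GALNT12, COL15A1, TGFBR1, ALG2 and SEC61B in a run, chosen after their values were seen. Shared regulation of neighbouring genes by SWI/SNF complexes is a candidate explanation that these counts cannot test.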
